A study of Rosa rugosa with 4 samples. Its data were reported in "Analysis of microRNAs, phased small interfering RNAs and their potential targets in Rosarugosa Thunb" (2019).

How the data were processed

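Total RNA of leaf and petal samples was sequenced on an Illumina instrument after removal of ribosomal RNA, with 2 libraries per tissue. The authors assembled the reads of the 4 libraries together with Trinity, searched the contigs against NCBI nucleotide and protein databases, and estimated abundance per contig with RSEM and bowtie, whose versions are not given in the sources used here. The deposited values are FPKM (fragments per kilobase of transcript, scaled by mapped fragments) for each contig and library, with 2 decimals. The authors compared the tissues with edgeR and kept transcripts with a mean and an SD of at least 10 FPKM. The deposited sheet ends at the row limit of an old workbook format, so the 65535 transcripts analysed here are part of the assembly, ordered by name, and the rest was not analysed here. Contig length and best hit come from the annotation column of the deposited table. No genome was used, so no coordinates are given, and the RefSeq gene table of Rosa rugosa was not used because contig names could not be matched to it.

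FPKM are not counts, so the main test was limma (3.58.1, in R 4.3.3) with a trend in the variance prior on log2(FPKM + 1), with tissue as the only term, over transcripts with a mean and SD over the 4 libraries of at least 10 FPKM. P-values were adjusted by Benjamini-Hochberg, two-sided, with 0.05 as the threshold. Log2 differences are petal minus leaf on the log2(FPKM + 1) scale, which understates changes of low transcripts, and folds are ratios of mean FPKM. A ratio against libraries all at 0 was taken against a floor of 3 fragments over the 2 libraries. Set tests were camera with a preset correlation of 0.01 or an estimated one, and fry. The design, the filter and the alternatives for the main test were set before the data were examined, as were set tests on the small RNA lists, which could not be run. The set tests given here are on product groups and were chosen afterwards. The alternatives comprised pseudocounts of 0.1 and 10, other scalings and filters, other variance priors, a block on the replicate number, limma-voom and leaving out each library.

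What 1 fragment was worth in FPKM was read per library from the lowest repeated values at each contig length, with a smooth curve for effective length (Python 3.11.15, scipy 1.17.1). Of values of at least 0.3 FPKM on contigs under 500 nt that came to 10 fragments or fewer, 98.7%, 98.1%, 98.4% and 98.6% (leaf 1, leaf 2, petal 1, petal 2) lay within 0.1 of a whole number. Fragments on longer contigs are limited by the 2 decimals of the file. On simulated libraries of known depth, made with the same form of curve, the depth was recovered within 0.327%, over 65535 transcripts, which does not test the form of the curve itself. Shares of fragments have 95% Wilson intervals, which cover counting error only.

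Each best hit was put in an organism class by its genus name, from a hand-written list. Of the transcripts 15211 had a plant hit and 30648 (46.8%) no hit. The 17 product groups were made from words in the hit's product name among plant hits. A transcript can be in more than 1 group, as chloroplastic lipoxygenase contigs are in the chloroplast group and the lipoxygenase group. Both lists were written after the annotation column and the highest values had been seen, since no gene names were paired with the transcripts before, and adjustment was over the 17 groups. This test was run in more than 1 version. The first used transcripts of all organisms with a mean of at least 1 FPKM and held the organism classes as further groups, and after its results were seen the background was changed to plant-hit transcripts with at least 20 fragments, because the first mixed the plant with other organisms, and some word patterns that had caught wrong products were corrected. The report gives the calls with the first background, computed with the corrected patterns. Transcripts named by a rule set beforehand were those of the small RNA lists and the 2 highest and 2 lowest log2 differences among calls. The others named here were chosen after their values were seen, as all calls, the members of each product group with the highest mean FPKM, and the most abundant contigs of each organism class. The plant-hit and fragment filters, also in addition to the FPKM filter, were chosen after seeing the data.

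The limma step was tested on simulated data with a dispersion of 0.1 and 200 changed transcripts. With the FPKM filter, over 1878 transcripts, it called 4.12% of those changed 4-fold and 32% of those changed 16-fold, with 0 unchanged transcripts called. With at least 20 fragments, over 5294 transcripts, it called 48% and 100%, with 7 unchanged transcripts called. The simulated replicates shared the same expected level, and no organism differed between them, unlike the real libraries. The real fit with at least 20 fragments had a prior of 2.1 degrees of freedom and called 0 of 4991 transcripts. The simulated shares therefore do not give the power or the false calls of the real test.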

Results

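RNA from leaves and petals of Rosa rugosa, a shrub rose grown for its scented petals, was sequenced in 4 libraries, 2 from leaf and 2 from petal, named here leaf 1, leaf 2, petal 1 and petal 2. The table analysed here held 65535 assembled transcripts (contigs) with 1 FPKM value per library, and it was part of a larger assembly. Contigs were 174 to 12719 nt long with a median of 269 nt, and 26474 of them were listed at 0 in all 4 libraries. The mapped depth read from the steps of the FPKM values was, rounded, 26300000 fragments in leaf 1, 19800000 in leaf 2, 18400000 in petal 1 and 23300000 in petal 2. The contigs of this table took 0.879%, 0.807%, 1.21% and 2.95% of those fragments, in the same order of libraries. Nothing in the labels says that the 2 libraries of a tissue came from separate plants. The paper describes 4 collected samples with RNA extracted from these, and does not say whether those of a tissue came from separate plants. The p-values below rest on spread between these libraries, which may be between plants or technical. In the main test the variance prior had infinite degrees of freedom. Its p-values therefore use a spread pooled over transcripts of similar level, and a transcript's own spread carried no weight.

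The first question was whose RNA the contigs held, since the assembly pooled all 4 libraries. Contigs whose best database hit was a plant, mostly woodland strawberry (Fragaria), took 77.4% of the fragments of the table in leaf 1 (95% Wilson interval 77.2 to 77.5%), 77.5% in leaf 2 (77.3 to 77.7%) and 79.9% in petal 1 (79.7 to 80.1%). They took 20% in petal 2 (19.9 to 20.1%). That share was lowered by other contigs. Of all mapped fragments plant hits took 0.68% in leaf 1, 0.625% in leaf 2, 0.964% in petal 1 and 0.591% in petal 2. Contigs with hits to the grey mould fungus Botrytis cinerea, also listed as Botryotinia, or to its relative Sclerotinia took 27.9% of the fragments in petal 2 (27.8 to 28.0%) and at most 0.0805% in the other 3 libraries. Hits to spiders and other chelicerates took 13.6% in petal 2 (13.5 to 13.7%) and at most 0.00856% elsewhere. Of all mapped fragments of petal 2, grey mould hits took 0.823% and chelicerate hits 0.401%. Hits to aphids, nearly all to the pea aphid Acyrthosiphon, took 6.5% in petal 1 (6.40 to 6.60%) and 3.46% in petal 2 (3.42 to 3.50%), against 0.289% in leaf 1 (0.268 to 0.312%) and 0.391% in leaf 2 (0.362 to 0.423%). Of all mapped fragments aphid hits took 0.0784% in petal 1 and 0.102% in petal 2, the reverse order, and 0.00254% and 0.00316% in leaf 1 and leaf 2. Of the 624 aphid-hit fragments of leaf 2, 5 lay on contigs with at least 20 petal fragments and 360 on contigs at 0 in both petal libraries, while leaf 1 had 380 and 41 of 668. Hits to the leaf-spot fungus Marssonina took 4.04% in leaf 1 (3.96 to 4.12%), 2.39% in leaf 2 (2.32 to 2.47%), 0.0126% in petal 1 (0.00873 to 0.0182%) and 0.163% in petal 2 (0.154 to 0.173%). Of all mapped fragments Marssonina hits took 0.0355% in leaf 1, 0.0193% in leaf 2, 0.000152% in petal 1 and 0.00482% in petal 2. Shares of all mapped fragments count the contigs of this table alone. Fragments on contigs outside it were not classed, so no share here is that of an organism in a whole library. The intervals in this paragraph cover counting error only. A best hit names the nearest sequence in the database and not the species that was present.

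**Figure D1:**
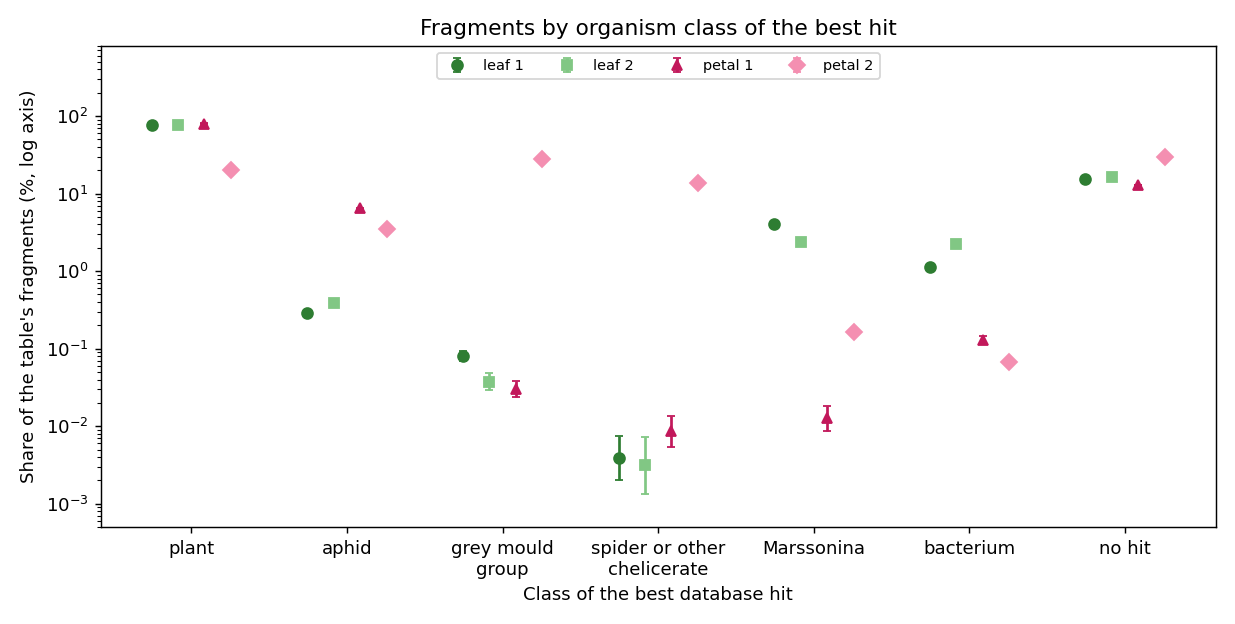
Share of the fragments of the table (percent, log axis) by organism class of the best database hit in each of the 4 libraries, with 95% Wilson intervals as bars, which cover counting error only. Petal 2 stood apart, with 27.9% grey mould hits (0.823% of all mapped fragments). Shares of all mapped fragments count the contigs of this table alone, and fragments outside it were not classed. Plant hits there were 20% (0.591% of all mapped fragments, against 0.625% in leaf 2). Aphid hits were higher in both petal libraries, and Marssonina hits were higher in both leaf libraries.

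Single contigs showed the same split. The contig TR19366|c0_g1_i1, a grey mould endopolygalacturonase 1 that breaks down pectin, was at 381 FPKM in petal 2 and listed at 0 in the other 3 libraries. TR124257|c0_g1_i1, a spider 16S ribosomal RNA, was at 921 FPKM in petal 2 and at most 0.16 FPKM elsewhere. The aphid RR1 cuticle protein 1 TR136525|c0_g1_i1 was at 68.5 and 72.5 FPKM in petal 1 and petal 2, at 6.3 FPKM in leaf 1 and at 0 in leaf 2. The Marssonina 60S ribosomal protein L13 contig TR104223|c0_g1_i1 was at 11.1 and 4.43 FPKM in leaf 1 and leaf 2, at 0.1 FPKM in petal 1 and at 1.09 FPKM in petal 2. Of contigs with at least 20 fragments, 314 of the 328 with an aphid hit were higher per mapped fragment in both petal libraries than in both leaf libraries, and 164 of the 176 with a Marssonina hit were higher in both leaf libraries. Chance gives 16.7% in a given direction for a single contig. Contigs of one organism can rise and fall together, so these counts are not many independent observations. Of the 328 aphid-hit contigs 316 had at least 20 fragments in the 2 petal libraries together, so most passed the filter through petal. The 16.7% is therefore no measure of how unlikely these counts are. With 2 libraries against 2, an exact two-sided permutation test of a single value cannot go below p = 0.333, so that test was not used on these shares.

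Which transcripts differed between petal and leaf was then asked over the 2157 transcripts with a mean and an SD over the 4 libraries of at least 10 FPKM. Aphid hits were higher in both petal libraries, Marssonina hits in both leaf libraries, and grey mould and chelicerate hits in petal 2. A difference between the tissues therefore cannot be told apart here from a difference that went with those organisms. The transcripts higher in leaf included a photorespiration protein and chloroplast proteins. A glycine cleavage system H protein 3 transcript, which encodes the lipoyl carrier of the photorespiratory glycine decarboxylase, was at 840.1 ± 15.3 FPKM in leaf and 2.34 ± 0.566 FPKM in petal (TR19762|c2_g2_i1, SD, n = 2 each, log2 difference -7.99, SE 0.73, adjusted p = 2.76e-24). A contig of the same Trinity component with the same hit was at 386 ± 292 FPKM in leaf and 0.655 ± 0.445 FPKM in petal (TR19762|c2_g1_i1, adjusted p = 8.24e-12), and reads may have been shared between these copies. The log2 difference of this second contig was -8.51 to -6.79 with 1 library left out. The transcript with the lowest log2 difference was a UPF0496 protein At4g34320-like, at 588 ± 304 FPKM in leaf and 0.4 ± 0.226 FPKM in petal (TR135791|c1_g1_i1, log2 difference -8.62, SE 0.92, adjusted p = 1.17e-17). A thylakoid lumenal 19 kDa protein was 11.3-fold higher in leaf (TR112515|c0_g1_i1, 347 ± 27.6 against 30.7 ± 16.7 FPKM, adjusted p = 2.29e-06), and 18.3-fold without petal 1. The chloroplast outer envelope pore protein 16 was at 330.75 and 268.34 FPKM in leaf and at 70.55 and 33.56 FPKM in petal, 5.75-fold higher in leaf (TR15160|c0_g1_i1, adjusted p = 0.00211). The fold was 8.93 without petal 1. It was not called with any 1 library left out (adjusted p = 0.0656 to 0.467).

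The other transcripts called higher in leaf were a UDP-glycosyltransferase 85A5-like, a granule-bound starch synthase 1, an uncharacterized strawberry-like transcript and 2 contigs with no hit. UDP-glycosyltransferase 85A5-like TR13027|c0_g1_i1 was at 94.5 and 54.2 FPKM in the leaf libraries and at 0 in both petal libraries, at least 247-fold higher against a floor of 3 fragments over the petal pair (adjusted p = 0.0416). With 1 library left out the bound was 111-fold to 314-fold. Granule-bound starch synthase 1, which makes amylose, rested on 17 fragments in all (TR16102|c0_g2_i1, 50.4 and 135.8 FPKM in leaf, 10.4 and 0 FPKM in petal, adjusted p = 0.00828). A longer contig with a granule-bound starch synthase hit in Rosa, TR113284|c0_g1_i1, had 598 fragments and values of 37.0 ± 7.70 FPKM in leaf and 1.92 ± 1.23 FPKM in petal, and it was not called (adjusted p = 0.515).

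The transcripts higher in petal included a scent enzyme, a lipoxygenase, glucosyltransferases and small secreted proteins. NUDX1, the Nudix hydrolase of rose monoterpene scent, was at 347 and 35.5 FPKM in petal 1 and petal 2 and at 0.74 and 0.09 FPKM in leaf 1 and leaf 2 (TR136248|c0_g1_i1, log2 difference 6.35, SE 1.38, adjusted p = 0.000751). With 1 library left out its log2 difference was 4.73 to 7.98 (85.4-fold to 836-fold). A linoleate 13S-lipoxygenase 3-1, from the enzyme class that starts jasmonate synthesis, was at 537 and 52.8 FPKM in petal and at 0 and 0.3 FPKM in leaf (TR14987|c0_g2_i1, log2 difference 7.22, SE 1.29, adjusted p = 5.69e-06). Its log2 difference was 5.56 without petal 1 and 8.88 without petal 2. A contig of the same Trinity component with the same hit was at 198 and 11.25 FPKM in petal and at 0.78 and 0 FPKM in leaf. It was not called in the main test (TR14987|c0_g1_i1, adjusted p = 0.239), and reads may have been shared between these copies. Nor was TR114124|c0_g1_i1 with the same hit, at 78.1 and 0 FPKM in petal and 0 in both leaf libraries on 27 fragments (adjusted p = 0.515). The putative lipid-transfer protein DIR1 was 43.4-fold higher in petal (TR13766|c0_g1_i1, 596 ± 182 against 13.7 ± 0.841 FPKM, adjusted p = 2.28e-14). Peamaclein, a cysteine-rich peptide known as a fruit allergen, was 32.7-fold higher in petal (TR135806|c0_g1_i1, 794 ± 289 against 24.3 ± 22.2 FPKM, adjusted p = 5.73e-16). With any 1 library left out its log2 difference was 4.23 to 6.33 (19.9-fold to 92.9-fold) and it was not called (adjusted p = 0.0944 to 0.586).

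The 2 highest log2 differences belonged to glucosyltransferases. A 7-deoxyloganetin glucosyltransferase-like transcript was at 289.9 and 138 FPKM in petal and at 0 in both leaf libraries, at least 188-fold higher against a floor of 3 fragments over the leaf pair (TR11081|c0_g1_i1, log2 difference 7.65, SE 1.28, adjusted p = 8.16e-07). The bound was 82.1-fold to 255-fold with 1 library left out. A UDP-glucose flavonoid 3-O-glucosyltransferase 6-like contig, of the enzyme group that glycosylates anthocyanins, had a log2 difference of 7.62 on 11 fragments in all, at least 3.40-fold higher by the same floor (TR18361|c0_g1_i1, adjusted p = 1.08e-06). It was 1.54-fold to 4.78-fold with 1 library left out. The major allergen Pru ar 1-like TR20136|c0_g1_i1, a member of the PR-10 family, was at 772 and 4185 FPKM in petal and at 476 and 266 FPKM in leaf (adjusted p = 0.000191). Its log2 difference was 1.11 without petal 2 and 3.55 without petal 1 (2.08-fold and 11.3-fold). Glyceraldehyde 3-phosphate dehydrogenase TR141230|c0_g1_i1 was at 295 and 301 FPKM in petal and at 7.11 and 106 FPKM in leaf (adjusted p = 2.24e-05). The other transcripts called higher in petal were a phosducin-like protein 3 on 27 fragments, a polyubiquitin contig on 5 fragments, the aphid cuticle protein named above (adjusted p = 0.0256), an uncharacterized strawberry-like transcript and 2 contigs with no hit. One of those with no hit, TR112213|c0_g1_i1, was at 544 FPKM in petal 2 and between 18.6 and 49.7 FPKM in the other 3 libraries.

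**Figure D2:**
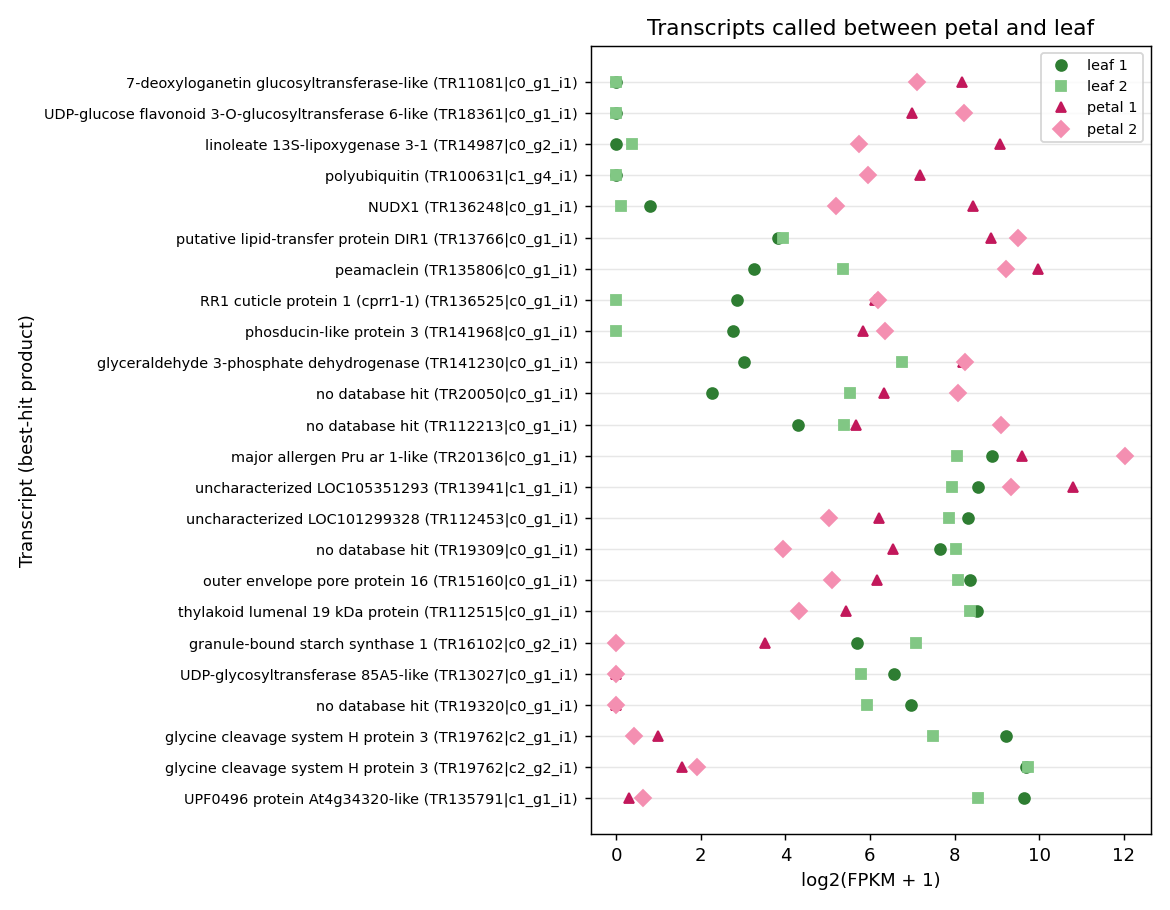
Expression, as log2(FPKM + 1), of the 24 transcripts called between petal and leaf, with 1 symbol per library and no error bars because each library is shown. In each of the 24, both libraries of one tissue lay above both libraries of the other, and the log2 difference ran from -8.62 for the UPF0496 protein to 7.65 for the 7-deoxyloganetin glucosyltransferase-like transcript.

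In all, limma called 24 of the 2157 transcripts at an adjusted p under 0.05, 14 higher in petal and 10 higher in leaf, and 102 had an unadjusted p under 0.05. Of the 24, 19 had a plant hit, 4 had no hit and 1 had an aphid hit, and with plant-hit transcripts alone 22 of 506 were called, 11 in each direction. The count was 0 of 2157 without a trend in the prior (14 at an unadjusted p under 0.05), and the prior had infinite degrees of freedom both with and without the trend. With the same filter and at least 20 fragments, a setting added after seeing the data, 24 of 372 were called and the 20 of the 24 that could be tested were among them, and with fewer than 20 fragments 3 of 1785 were called. Without the FPKM filter, limma called 0 of the 4991 transcripts with at least 20 fragments (299 at an unadjusted p under 0.05 in limma and 166 in limma-voom, which also called 0). Among the 1174 plant-hit transcripts with at least 20 fragments either test called 1, the glycine cleavage H protein TR19762|c2_g2_i1. With a block on the replicate number limma called 0 of these 1174. A robust prior called 28 transcripts and limma-voom on reconstructed fragments called 115, and 12 of the 24 were among the calls of each. Leaving out leaf 1 gave 463 calls, leaf 2 gave 398, petal 1 gave 810 and petal 2 gave 305, and of these 457, 393, 760 and 301 had equal values in both libraries of the tissue that kept its pair, which sets their spread to 0. Of the 24 calls 5, 5, 7 and 5 stayed, in the same order. The glycine cleavage H protein TR19762|c2_g2_i1 stayed with each library left out (adjusted p = 0.00203 to 0.0492), while each of the other 23 was lost with at least 2 of the 4. With a library left out the prior had 0.278 to 0.530 degrees of freedom, against infinite in the main test. Calls lost or kept there therefore do not show which library carried them. The main split was 14 higher in petal to 10 higher in leaf. It became 6 to 9 with FPKM rescaled to an equal sum per library and 7 to 8 with quantile normalization. With equal fragments on plant-hit transcripts it was 9 to 10.

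Product groups were compared over the 1174 plant-hit transcripts with at least 20 fragments. Of these 340 (29.0%) were higher in both petal libraries and 242 (20.6%) in both leaf libraries. Of 58 chloroplast and photosynthesis proteins, 25 were higher in both leaf libraries and 9 in both petal libraries, with a median log2 difference of -0.56. Thiamine thiazole synthase TR20151|c0_g1_i1 was at 555 ± 49.5 FPKM in leaf and 196 ± 0.905 FPKM in petal and was not called (adjusted p = 0.219). It was called with a robust prior (adjusted p = 6.88e-30) and with a mean of at least 1 FPKM (adjusted p = 0.0252). It was also called with no filter (adjusted p = 0.0107) and with plant hits alone (adjusted p = 0.0392). Its log2 difference was -1.49, with -1.58 without leaf 2. Of 6 photorespiration transcripts 4 were higher in both leaf libraries and 1, a peroxisomal (S)-2-hydroxy-acid oxidase GLO1, was higher in both petal libraries. Glycine dehydrogenase TR19602|c0_g2_i1, the decarboxylating partner of the H protein, was at 15.5 ± 6.63 FPKM in leaf and 0.67 ± 0.948 FPKM in petal on 22 fragments. Of 23 cytosolic ribosomal proteins 13 were higher in both petal libraries and 1 in both leaf libraries, and 60S ribosomal protein L36-2-like TR100828|c0_g1_i1 was at 974 ± 193 FPKM in petal and 382 ± 48.8 FPKM in leaf. It was not called, but it was with a robust prior (adjusted p = 4.11e-13), with a mean of at least 1 FPKM (adjusted p = 0.0221), with plant hits alone (adjusted p = 0.0372) and by limma-voom (adjusted p = 0.00252). By camera with a preset correlation of 0.01, chloroplast proteins and photorespiration were lower in petal (adjusted p = 0.0112 for each) and ribosomal proteins were higher in petal (adjusted p = 0.0318) than other plant-hit transcripts. None of these 3 groups held with an estimated correlation, where adjusted p = 0.70 for each. Fry called photorespiration alone (adjusted p = 0.0375). It did not with a pseudocount of 0.1 (adjusted p = 0.144) or an equal sum per library (adjusted p = 0.472). Nor did it with quantile normalization (adjusted p = 0.184) or a block on the replicate number (adjusted p = 0.261). The fry call also ended with leaf 2 or with petal 2 left out. With a mean of at least 1 FPKM in place of 20 fragments fry also called lipid transfer and cuticle proteins (adjusted p = 0.0178), ribosomal proteins, disease resistance proteins and receptor-like kinases (adjusted p = 0.038 for each). Without petal 1 it also called ribosomal proteins and lipid transfer and cuticle proteins (adjusted p = 0.0149 for each) and UDP-glycosyltransferases (adjusted p = 0.0405), and without leaf 1 disease resistance proteins (adjusted p = 0.0308) and heat shock proteins (adjusted p = 0.0307). Against transcripts of all organisms with a mean of at least 1 FPKM it also called lipid transfer and cuticle proteins (adjusted p = 0.0247). Of the 6 photorespiration transcripts 2 were the H protein contigs of one Trinity component. With 1 transcript per component, a setting added after seeing the data, photorespiration passed neither camera (adjusted p = 0.0614) nor fry (adjusted p = 0.14), while camera still called chloroplast and ribosomal proteins (adjusted p = 0.0218 for each, and 0.606 with an estimated correlation). Camera's adjusted p for chloroplast proteins was 0.0801 without leaf 1 and 0.166 without petal 2, that for photorespiration lay between 0.0514 and 0.171 and that for ribosomal proteins between 0.0801 and 0.40 when any 1 of the 4 libraries was left out. The ribosomal call also ended with FPKM rescaled to an equal sum per library (adjusted p = 0.47), with equal plant-hit fragments (adjusted p = 0.234) and against transcripts of all organisms with at least 20 fragments (adjusted p = 0.112).

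These groups, and the choice of plant-hit transcripts with at least 20 fragments, were settled after a first version of the test over transcripts of all organisms with a mean of at least 1 FPKM had been seen. With that background camera called 7 groups. It added receptor-like kinases (adjusted p = 1.77e-05) and cytochrome P450 (adjusted p = 0.047). It also added transcription factors and phenylpropanoid and flavonoid enzymes (adjusted p = 0.0177 for each). All of these added groups were lower in petal relative to the other transcripts tested. With an estimated correlation camera called none, and the smallest adjusted p was 0.139.

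The other 14 product groups did not pass with camera in the main setting, over plant-hit transcripts with at least 20 fragments. In other settings 3 of them did over plant-hit transcripts. Lipid transfer and cuticle proteins passed with a mean of at least 1 FPKM (adjusted p = 0.0196, and 0.312 with an estimated correlation). They also passed with quantile normalization (adjusted p = 0.0366, and 0.679). PR-10 proteins passed with quantile normalization (adjusted p = 0.0102, and 0.679) and with the replicate block (adjusted p = 0.0423, and 0.779). Phenylpropanoid enzymes passed with petal 2 left out. Phenylpropanoid and flavonoid enzymes had 5 of 14 members higher in both leaf libraries and 0 higher in both petal libraries (adjusted p = 0.0842). Cinnamate 4-hydroxylase, an early enzyme of the phenylpropanoid pathway and the plant-hit transcript with the most fragments, was at 655 ± 119 FPKM in leaf and 224 ± 0.205 FPKM in petal (TR13804|c0_g1_i1, adjusted p = 0.165). Its log2 difference was -1.53, with -1.72 without leaf 1 and -1.34 without leaf 2. With a leaf library left out the spread came from the petal pair, whose values were nearly equal. PR-10 and Pru ar 1 proteins had 3 of 8 members higher in both petal libraries (adjusted p = 0.176). Lipid transfer and cuticle proteins had 3 of 7 (adjusted p = 0.211), cell wall enzymes 3 of 6 (adjusted p = 0.306) and starch and sucrose proteins 3 of 10, with 4 higher in both leaf libraries (adjusted p = 0.306). UDP-glycosyltransferases had 3 of 12 higher in each tissue (adjusted p = 0.498), terpenoid and scent enzymes 2 of 9 higher in petal (adjusted p = 0.739) and lipoxygenase and jasmonate enzymes 2 of 5 higher in each tissue (adjusted p = 0.739). Of 102 disease resistance proteins 31 were higher in both petal libraries and 16 in both leaf libraries (adjusted p = 0.864), of 52 receptor-like kinases 12 and 13 (adjusted p = 0.421), and of 17 transcription factors 4 and 4 (adjusted p = 0.864). Cytochrome P450 (adjusted p = 0.151), heat shock proteins (adjusted p = 0.498) and the ubiquitin system (adjusted p = 0.498) did not pass in the main setting either. Against transcripts of all organisms with at least 20 fragments, camera called disease resistance proteins lower in petal (adjusted p = 0.00631). That direction is relative to those transcripts, since the values of the 102 members were the same as above. Camera also called phenylpropanoid enzymes (adjusted p = 8.16e-05) and receptor-like kinases (adjusted p = 0.000287) there. The same held for cytochrome P450 (adjusted p = 0.00149) and starch and sucrose proteins (adjusted p = 0.00817). With an estimated correlation none of these 5 held there (adjusted p = 0.364 for phenylpropanoid enzymes and 0.274 for the others).

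Transcripts with few fragments filled most of the test. In 1 library a single fragment on a contig of 210 nt was worth 23.9 to 29.1 FPKM, and on a contig of 1000 nt 0.0553 to 0.0762 FPKM. The 2157 tested transcripts had a median length of 219 nt and a median of 3.07 fragments over the 4 libraries, and 80.7% of them had fewer than 10 fragments. The called transcripts had a median of 1553 fragments, and 20 of the 24 had at least 20. Of the 1861 tested contigs under 300 nt, 0.322% were called higher in petal, against 2.43% of 247 contigs of 300 to under 1000 nt and 4.08% of 49 contigs of 1000 nt or more (Fisher's exact test, two-sided, p = 0.000131). The same shares for calls higher in leaf were 0.215%, 2.02% and 2.04% (Fisher's exact test, two-sided, p = 0.00104). Genes are not independent replicates in these tests.

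**Figure D3:**
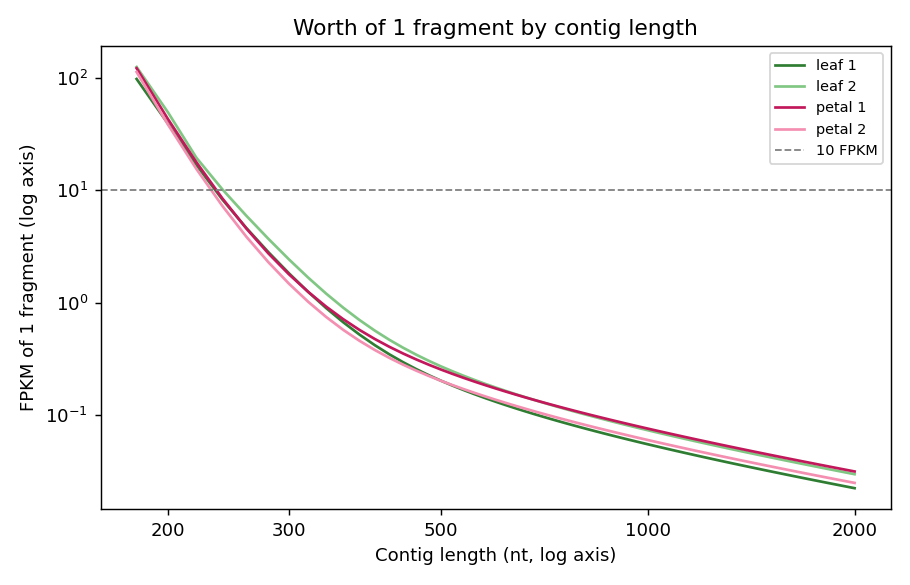
FPKM of 1 fragment (log axis) against contig length (nt, log axis) in each of the 4 libraries, as read from the steps of the values, with the 10 FPKM filter as a dashed line. A single fragment was worth 23.9 to 29.1 FPKM at 210 nt and 0.0553 to 0.0762 FPKM at 1000 nt.

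The question of how small RNA targets and miRNA primary transcripts differed between the tissues could hardly be put to this table. Of 49 listed transcripts 2 were in the table. A target of miR3627, TR124017|c0_g1_i1, was at 5.6 FPKM in leaf 1 and 8.89 FPKM in petal 1 and at 0 in leaf 2 and petal 2, on 8 and 12 fragments. Its log2 difference was 0.29 by limma (adjusted p = 0.923). The primary transcript of miR2109, TR1067|c0_g1_i1, had 2 fragments in leaf 2 and 0 in the other 3 libraries (adjusted p = 0.503). No list had the members for a set test, so no count adjusted over the list alone is given. No Trinity component reached 20 of the tested transcripts, the highest number being 3, and components were not tested.

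Of the 1811 genes on the study's list of deregulated genes, 231 were in this table, and all 231 passed the filter of 10 FPKM on the mean and SD. By mean FPKM 110 were higher in petal and 121 higher in leaf. Limma called 12 of them, 7 higher in petal and 5 higher in leaf, and 42 had an unadjusted p under 0.05. The listed transcripts had a median length of 207 nt and a median of 4.18 fragments over the 4 libraries. Of them 54 had a plant hit, 78 a hit to another organism and 99 no hit. The list was chosen on these same libraries and is not independent evidence of a direction. Of the 24 calls over all transcripts 12 were not on the list.

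Correlations between libraries of one tissue were low or below 0 across the 39061 transcripts above 0 in any library. Of these, 1751 were above 0 in all 4 libraries. Taking transcripts above 0 in any library in itself lowers such correlations, so they do not measure the likeness of replicates alone. Pearson's r on log2(FPKM + 1), across transcripts, was 0.11 between the leaf libraries and -0.18 between the petal libraries, and between tissues it ran from -0.27 to 0.07. Spearman's rho was 0.23 for the leaf pair and -0.32 for the petal pair. The first principal component held 55.6% of the variance and set petal 2 apart from the other 3 libraries. With plant-hit transcripts alone r was 0.14 for the leaf pair and 0.16 for the petal pair, against 0.15 between leaf 2 and petal 2, 0.13 between leaf 1 and petal 1, 0.030 between leaf 2 and petal 1 and 0.019 between leaf 1 and petal 2. On those transcripts the first principal component, with 37.7% of the variance, put leaf 1 at 0.496, leaf 2 at -99.6, petal 1 at 89.1 and petal 2 at 9.98. Transcripts are not independent replicates. Above 0 were 9846 transcripts in leaf 1, 8018 in leaf 2, 11285 in petal 1 and 27357 in petal 2, while plant-hit transcripts above 0 numbered 3933, 3411, 4090 and 4242. In both leaf libraries and in no petal library 1046 transcripts were above 0, 366 of them with a plant hit and 230 with a Marssonina hit. In both petal libraries and in no leaf library 3237 were above 0, 566 with a plant hit and 2075 with an aphid hit. With plant-hit transcripts of at least 20 fragments in a pair, the difference between the 2 libraries was 45.6 times the counting noise (chi-square per degree of freedom) for leaf and 107 times for petal, so neither pair was 1 library given in duplicate.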

Values the study reported

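The study kept 37,278 transcripts after its filter on the mean and standard deviation of FPKM. It reported 1811 deregulated genes between petals and leaves.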

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

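The settings with plant hits, with at least or fewer than 20 fragments or with equal plant-hit fragments, and all settings for the product groups, were chosen after seeing the data. The cause of a change was not tested except where a value or the setting's construction shows it. Calls between petal and leaf (24, with 14 higher in petal and 10 in leaf) stayed within 1.5 times with pseudocounts of 0.1 and 10, median-of-ratios scaling, a robust prior, no SD filter, contigs of at least 500 nt, plant hits alone and the same filter with at least 20 fragments, in total and for each direction. They numbered 15 (6 higher in petal) with FPKM rescaled to an equal sum per library, 15 (7 higher in petal) with quantile normalization, 0 without a trend, 9 (3 and 6) with a mean of at least 1 FPKM, 3 (1 and 2) with no filter, 115 (105 higher in petal) with limma-voom, 0 with at least 20 fragments in limma and in limma-voom, 1 (0 and 1) with plant hits of at least 20 fragments in each, and 3 (2 and 1) with the filter and fewer than 20 fragments. Calls higher in petal numbered 9 with equal plant-hit fragments. Leaving out each library gave 305 to 810 calls, 1 to 790 higher in petal and 1 to 461 in leaf, where the lone library of a tissue is assumed to vary like the other pair and most calls were of transcripts with equal values in that pair. The median log2 difference of the 506 plant-hit transcripts that passed the filter was -0.50, and -1.0, -0.63 and -0.64 with an equal sum, quantile normalization and equal plant-hit fragments. Its sign turned with the filter: over plant hits it was 0.12 with no filter, 0.13 with at least 20 fragments, 0.47 with contigs of at least 500 nt, and with the filter 0.77 with at least and -2.70 with fewer than 20 fragments. All 24 calls were lost without a trend, 22 with no filter and 20 of the 20 tested with at least 20 fragments, while 18 were lost with a mean of at least 1 FPKM, 12 each with a robust prior and limma-voom, and 19, 19, 17 and 19 without leaf 1, leaf 2, petal 1 and petal 2. Peamaclein, the Pru ar 1-like transcript and glyceraldehyde 3-phosphate dehydrogenase were among those lost with a robust prior, and cinnamate 4-hydroxylase TR13804|c0_g1_i1 was then called (adjusted p = 1.54e-39), as it was with plant hits alone (adjusted p = 0.0289), a mean of at least 1 FPKM (adjusted p = 0.0221), contigs of at least 500 nt (adjusted p = 0.0495), limma-voom (adjusted p = 3.83e-25) and the filter with at least 20 fragments (adjusted p = 0.0465).

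The replicate block gave 51 calls, 30 higher in petal and 21 in leaf, with 19 on the study's list, and 0 calls (212 at an unadjusted p under 0.05) among plant-hit transcripts with at least 20 fragments, a setting added after seeing the data. With the block, camera also called PR-10 and Pru ar 1 proteins (adjusted p = 0.0423, and 0.779 with an estimated correlation) and fry did not call photorespiration (adjusted p = 0.261). Deviations of leaf and petal libraries with the same number correlated at 0.041 over the 2157 tested transcripts and at 0.496 over the 1174 plant-hit transcripts with at least 20 fragments, a hint from the data that same-numbered libraries share something. The labels do not say what, and with 2 pairs the numbers are not shown to pair the samples.

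Of transcripts on the study's list (12 called), 0 were called without a trend, 5 with a mean of at least 1 FPKM, 2 with no filter, 42 with limma-voom, 0 with at least 20 fragments, 3 with the filter and fewer than 20 fragments and 51 to 91 with a library left out. The miR3627 target TR124017|c0_g1_i1 had a log2 difference between -1.36 and 1.94 with a library left out. With quantile normalization the log2 difference of the ribosomal protein L7a TR14203|c0_g1_i1 was -0.15, though with a robust prior it was called higher in petal (0.70, adjusted p = 1.58e-21), and that of the polyubiquitin TR100631|c1_g2_i1 was -0.073, both above 0 in the other settings. With a library left out the direction of these transcripts, not called in the main setting, turned: Pru ar 1-like TR20136|c0_g2_i1 (-3.69 to 7.98, but called with a pseudocount of 10, adjusted p = 0.0424, and the block, adjusted p = 0.0205), PR10 TR136329|c0_g1_i1 (-0.82 to 5.24, but called with no SD filter, adjusted p = 0.0272, and the block, adjusted p = 0.000836), a 7-deoxyloganetin glucosyltransferase-like TR119556|c0_g1_i1 (-1.08 to 4.37), cinnamoyl-CoA reductase TR140222|c0_g2_i1 (-0.43 to 2.03), a lipid-transfer protein TR19901|c0_g2_i1 (-4.90 to 0.94) and cytochrome P450 82A3-like TR14344|c0_g3_i1 (-6.17 to 1.77).

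The direction given by camera is relative to the other transcripts tested, so it can turn while the members' own values stay the same. Against transcripts of all organisms with at least 20 fragments, these product groups changed direction in camera: UDP-glycosyltransferases (adjusted p = 0.919), terpenoid and scent enzymes (adjusted p = 0.627), lipoxygenase and jasmonate enzymes (adjusted p = 0.915), disease resistance proteins (adjusted p = 0.00631, and 0.274 with an estimated correlation), heat shock proteins (adjusted p = 0.955) and the ubiquitin system (adjusted p = 0.627). Against transcripts of all organisms with a mean of at least 1 FPKM, disease resistance proteins (adjusted p = 0.106) and heat shock proteins (adjusted p = 0.838) did so. Lipoxygenase and jasmonate enzymes did so with 1 transcript per Trinity component (adjusted p = 0.936). Transcription factors did so with quantile normalization (adjusted p = 0.963). With a library left out the direction also turned, with an adjusted p between 0.326 and 0.889 for terpenoid and scent enzymes, 0.506 and 0.951 for lipoxygenase and jasmonate enzymes, 0.59 and 0.933 for transcription factors and 0.268 and 0.889 for the ubiquitin system.

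Pearson's r between leaf 1 and petal 2 was -0.0751 with a pseudocount of 10 and 0.0189 with plant hits, between petal 1 and petal 2 0.0029 and 0.157, and between leaf 2 and petal 2 0.149 with plant hits. At 10 FPKM or more 2004, 1892, 1790 and 4419 transcripts were detected in leaf 1, leaf 2, petal 1 and petal 2, with 105 in leaf alone and 132 in petal alone, and at 1 FPKM or more 1547 in petal alone. With plant hits these were 3933, 3411, 4090 and 4242, with 366 in leaf alone and 566 in petal alone. The length tests kept their side of the threshold. Set tests on the fixed lists and on Trinity components, at 20 or at 10 members, could not be run because too few members were in the table.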

Other observations

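These counts compare petal 2 with petal 1 for 3 of the 17 product groups, picked after all were seen. Of 8 PR-10 and Pru ar 1 transcripts with at least 20 fragments 5 were over 4-fold higher per mapped fragment in petal 2 than in petal 1, against 202 of all 1174 plant-hit transcripts (17.2%). The PR10 transcript TR136329|c0_g1_i1 was at 836 FPKM in petal 2, 11.5 FPKM in petal 1, 11.4 FPKM in leaf 1 and 38.4 FPKM in leaf 2. Of 14 phenylpropanoid and flavonoid enzymes 7 were over 4-fold higher in petal 2 than in petal 1, and of 5 lipoxygenase and jasmonate enzymes 3 were over 4-fold higher in petal 1, against 218 of the 1174. No test was made, since each side is 1 library, so no difference of a group is claimed. Contigs with hits to Escherichia coli genomes numbered 23, covered 82378 nt and had 2179 fragments in leaf 1, 2946 in leaf 2, 204 in petal 1 and 290 in petal 2.

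The dispersion test of carry-over, the test of the spread between the petal libraries and the count over other splits were set before their results were seen, and the other tests in this part were chosen after. Petal 2 had 27357 transcripts above 0 and petal 1 had 11285. Thinned to the mapped depth of petal 1, petal 2 kept 26158, which argues against depth. Plant-hit transcripts above 0 in petal 2 were 1.08 times those in the higher leaf library. That argues against a larger number of plant-hit transcripts in petal than in leaf as the source of this excess. The ratio does not compare which plant-hit transcripts were present, or at what level. Whether petals hold more of other organisms than leaves was not tested. Transcripts of other organisms may account for much of the excess, since plant-hit transcripts above 0 in petal 2 were 1.04 times those in petal 1, and 5501 grey mould and 606 chelicerate hits were above 0 in petal 2 alone. The 8932 transcripts with no hit above 0 in petal 2 alone stay without a source.

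Aphid hits were higher in the petal libraries. Over the 316 with at least 20 petal fragments, the SD of the log2 ratio of petal 2 to petal 1 was 1.37, against 3.45 over 642 plant hits (0.396 times), which argues against rose transcripts matched to the wrong organism as the source of the class as a whole. In leaf 2, 0.8% of aphid-hit fragments (5 of 624) lay on transcripts with at least 20 petal fragments, against 43.7% in the petal libraries, which argues against reads carried over from petal as their source. In leaf 1 carry-over remains open, since 380 of 668 lay there and their Poisson dispersion around 1 ratio to petal fragments was 3.76, between the bounds set for either reading. More aphids on petals than on leaves also remains open and untested.

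Calls between petal and leaf numbered 24 over 2157 transcripts. With the FPKM filter kept and transcripts of fewer than 20 fragments left out, all 20 calls that could be tested stayed called. Under this filter that argues against a variance prior set by those transcripts as the source of these 20. The filter itself selects on SD, so this test cannot decide whether the 20 calls depend on the prior that the filter leaves. For the other 4 calls a prior set by transcripts with few fragments remains open, as the prior degrees of freedom went from infinite to 37.4, between the bounds set. Without the FPKM filter they were 4.27 over all transcripts above 0 (3 calls) and 2.1 with at least 20 fragments, where limma called 0 (299 at an unadjusted p under 0.05) and limma-voom 0 (166). The 4 libraries allow 3 splits into 2 and 2, too few for a share under 0.05, and only 1 of them, the real one, gave as many calls, with 24 against at most 2 in the others.

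After the filter on mean and SD 2157 transcripts were left here. That is lower than the count quoted from the study above, and the table analysed here holds part of the assembly. Whether the missing part accounts for the whole gap was not tested. Limma called 24 transcripts at an adjusted p under 0.05. That is lower than the count of deregulated genes quoted above, which came from another test on the whole assembly.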
